A study of Drosophila melanogaster with 2 samples.

How the data were processed

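Dissociated epithelial cells of the adult midgut were profiled by droplet single-cell RNA sequencing in wild type Canton S females of Drosophila melanogaster, per the labels. The chemistry was Chromium v3.1 of 10x Genomics, in which each captured transcript carries a unique molecular identifier (UMI). The series held 2 libraries, 1 of 1-day old and 1 of 3-day old flies, so each age had 1 library and no replicate. No test between the ages was possible, and no p-value was computed from cells.

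The deposited expression table held, per gene and cell, the natural log of 1 plus a whole number. In each of the 4184 cells those whole numbers summed to the deposited score for the depth-corrected total, so they are depth-corrected counts rather than raw counts. The column names of the deposited cell table are those of Seurat and its SCTransform correction; the genome build, annotation, aligner and cell filters were not stated per the file headers. The deposited counts per cell gave spliced, unspliced and ambiguous UMIs, and the total RNA count equalled the spliced count in every cell. The deposited percent columns gave the share of counts in mitochondrial and, by its name, ribosomal genes. The deposited fraction columns held doublet neighbour shares and label transfer scores between 0 and 1. Cell classes were taken from the authors' annotation in the deposited cell table. All deposited cells carried a singlet call and 0 were called doublets, so doublets had been left out before deposit, per the file headers; no further doublet caller was run.

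The depth correction gives a gene without a UMI a value above 0 in shallow cells. UMI counts were therefore rebuilt by inverting the correction, with 3 unknowns fitted per gene. In the 2092 cells up to the median depth of 28085.5 UMIs, the rebuilt counts summed to the deposited total with a median ratio of 1.00. The ratio lay between 0.966 and 1.01 in those cells, and the number of detected genes differed by a median of 0. Above the median depth, the number of detected genes dropped by 148.5 in the median, so those cells were left out wherever rebuilt counts were used. Of 9607 genes, 8745 followed the fitted rule in every cell of the fit, 246 departed from it in some cell and 616 had no value in those cells. The fit used only a shallower part of the cells up to the median depth. In the others the rule was not checked gene by gene.

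Shares of cells with a gene detected were compared after each cell was thinned to 4000 UMIs, leaving out shallower cells. Shares carry exact Clopper-Pearson 95% intervals and sums of UMIs exact Poisson 95% intervals; both cover counting error only. A share of 0 is given with the upper limit that 3 counts of the total allow. Levels per class were means of depth-corrected counts per 10000 of the cell's total. Differences were log2 of day 3 over day 1 after adding 0.1 per 10000 to both means, which understates the change of low genes. Peptide hormone levels were means of rebuilt UMI counts per 10000 UMIs. Differences were described in classes with at least 50 cells in each library. To reach that number the AstC+EE and Tk+EE classes were joined as enteroendocrine cells, and the apEC and mEC classes as enterocytes. ISC1, ISC2, EB1, EB2 and EB3 together are called progenitors.

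Genes were named by a fixed rule. In each class these were the 3 genes with the largest log2 difference in each direction, among genes with a mean of at least 0.5 per 10000 in 1 library and detected in at least 10% of that library's cells of the class. A gene named in more than 4 of the 8 classes with the same direction was reported once as shared. Genes of the fixed lists could be named besides. For 16 fixed gene lists the median log2 difference was set against 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. A gene entered a list at a mean of at least 0.1 per 10000 in 1 library, and a median needed 3 such genes. The antimicrobial list had fewer than that in every class. The design, the lists, the naming rule and most of the other settings listed below were fixed before the data were examined. That design foresaw rebuilt UMI counts where they could be had. The use of rebuilt counts for hormone levels, the thinned depth and the joining of classes were settled on seeing the data.

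The rebuilding and the difference measures were tested on simulated data for the day 3 against day 1 comparison, with 8991 genes, of which 200 had known differences. Detection was rebuilt right in 100% of gene and cell pairs in cells up to the median depth. The same rule served to correct and to rebuild the simulated counts, so this recovery was largely built in. It shows that the rule can be inverted, not that the deposited values follow it. The simulated means did not differ between classes, so classes of the simulation differed only in depth and number of cells. In enteroendocrine cells of the simulation, a log2 difference of 2 was measured as 1.78 and one of -2 as -1.47 by rebuilt counts; corrected counts gave 1.48 and -0.98. In ISC1 cells the corrected counts gave 1.83 and -1.43.

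Other settings chosen in advance were means of log values, pseudocounts of 1 and 0.01, other minimum levels, a median-of-ratios scaling, matched bins of UMI count, equally weighted subclusters, removal of the deepest cells, a limit of 500 detected genes, classes from fixed markers, subtypes by peptide gene, other detection rules and cells with pros. Added on seeing the data were rebuilt counts for gene and list differences, thinning to 2000 or 6000 UMIs, deposited values for detection and hormones, UMIs summed over cells for hormones, removal of the cell with the highest value of a gene, and EC-like cells without the cluster of day 1 cells. A reference genome was at hand, but its build could not be matched to the authors' and no coordinates were used. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.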

Results

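The transcriptomes of single midgut cells of wild type female flies were compared between 1 and 3 days of adult age, in a study titled after the dedifferentiation of enteroendocrine cells driven by nutrients. Enteroendocrine cells are the hormone-secreting cells of the gut lining, and enterocytes are its absorptive cells. The day 1 library held 2711 cells and 86114751 UMIs, and the day 3 library 1473 cells and 58700717 UMIs. The median depth per cell was 25935 UMIs (quartiles 16391 and 40426) at day 1 and 32121 UMIs (quartiles 20208 and 51623) at day 3. A median of 2726 genes per cell was detected at day 1 and 3021 at day 3. Each age had 1 library, so the differences given here have no replicate check, and age and library preparation cannot be told apart.

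The composition of the epithelium at both ages was compared first, by the authors' 10 annotated classes. Progenitors made up 81.1% of cells at day 1 (95% interval 79.6 to 82.6) and 82.6% at day 3 (80.6 to 84.5). Of all cells, the share of EB1 was 35.8% (34.0 to 37.6) at day 1 and 27.1% (24.8 to 29.4) at day 3. ISC1 cells were 19.7% (18.2 to 21.2) and 24.5% (22.3 to 26.8). EB3 cells were 2.73% (2.15 to 3.41) and 6.18% (5 to 7.53). The shares of ISC2 (15.4% and 17.9%) and EB2 (7.52% and 6.92%) had overlapping intervals. Enteroendocrine cells were 2.21% (1.69 to 2.84) at day 1 and 4.21% (3.24 to 5.36) at day 3, from 60 and 62 cells. Enterocytes were 2.66% (2.08 to 3.33) and 4.07% (3.12 to 5.21). When classes were rebuilt from fixed markers, the enteroendocrine share was 0.848% at day 1 and 2.04% at day 3.

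**Figure D1:**
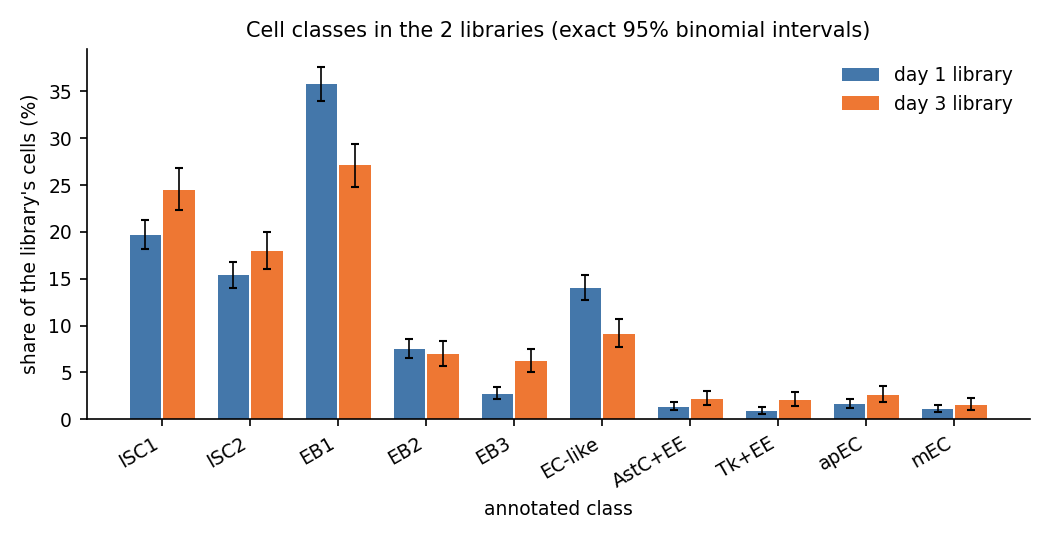
Share of each library's cells (%, vertical axis) in the 10 annotated classes, day 1 in blue and day 3 in orange; bars start at 0 and lines are exact 95% binomial intervals covering counting error only. EB1 was 35.8% at day 1 and 27.1% at day 3.

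The EC-like class was 14.0% of cells (12.7 to 15.4) at day 1 and 9.10% (7.68 to 10.7) at day 3. Of its cells, 81 at day 1 and 0 at day 3 lay in cluster 6 of the deposited clustering, which held no other class. A cluster of 1 library can reflect that library rather than a cell type. Most other EC-like cells, 284 at day 1 and 131 at day 3, lay in cluster 1 together with 377 and 203 ISC2 cells. The share of this class was therefore not read as a difference between ages, and gene differences in it were also computed without cluster 6, which left 299 and 134 cells.

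The enteroendocrine cells were annotated as AstC+EE or Tk+EE. AstC+EE cells were 60% (46.5 to 72.4) of enteroendocrine cells at day 1, 36 of 60, and 51.6% (38.6 to 64.5) at day 3, 32 of 62. The intervals overlapped widely, and no difference was detectable at this number of cells. Assigned by the peptide gene with more UMIs, AstC-high cells were 20% at day 1 and 28.8% at day 3.

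Whether enteroendocrine cells carried progenitor transcripts at the 2 ages was examined with 4 fixed genes, esg, Dl, Sox21a and klu. At 4000 UMIs per cell, 80.8% of 52 enteroendocrine cells at day 1 (67.5 to 90.4) and 82.1% of 56 at day 3 (69.6 to 91.1) had at least 1 of the 4. At least 2 were found in 21.2% (11.1 to 34.7) and 17.9% (8.91 to 30.4). Thinning left out 3 enteroendocrine cells in each library, and the cells above the median depth had been set aside before, which left 55 of 60 and 59 of 62 enteroendocrine cells but 29 of 72 and 27 of 60 enterocytes. At their own depth, 85.5% and 91.5% had at least 1, and 36.4% and 25.4% at least 2. In enterocytes, taken as background, 7.14% of 28 cells and 7.41% of 27 had at least 1. For at least 2 the enterocyte share was 0 of 28, which allows up to 10.7%, and 0 of 27, which allows up to 11.1%. At their own depth, 17.2% (5.85 to 35.8) and 18.5% (6.30 to 38.1) of enterocytes had at least 1, and 10.3% (2.19 to 27.4) of 29 at day 1 and 0 of 27 at day 3 had at least 2. For at least 2 at day 1, the own-depth interval of enteroendocrine cells, 23.8 to 50.4, overlapped that of enterocytes. The median depths before thinning were 8366 and 9801 UMIs in enteroendocrine cells and 12050.5 and 10461 in enterocytes. In progenitors, 77.8% and 75.9% had at least 2. Any deposited value above 0 would have put the share with at least 2 at 98.3% and 96.8% of enteroendocrine cells.

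**Figure D2:**
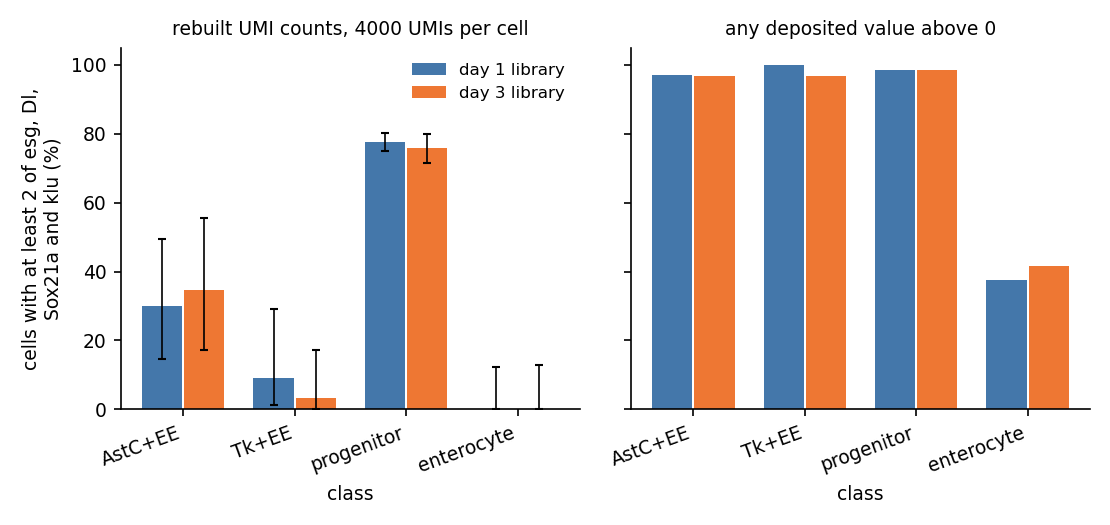
Share of cells (%, vertical axis, from 0) with at least 2 of esg, Dl, Sox21a and klu in 4 classes, day 1 in blue and day 3 in orange. Left, rebuilt counts at 4000 UMIs per cell with exact 95% binomial intervals; right, any deposited value above 0, where AstC+EE and Tk+EE cells stood above 96%.

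The subtypes differed in which of these genes they carried. In Tk+EE cells esg was detected in 90.9% of 22 cells at day 1 and 86.7% of 30 at day 3, while Dl was detected in 0 of 22, which allows up to 13.6%, and in 0 of 30, which allows up to 10%. At least 2 of the 4 genes were found in 9.09% (1.12 to 29.2) and 3.33% (0.0844 to 17.2) of Tk+EE cells. In AstC+EE cells esg was detected in 43.3% of 30 cells (25.5 to 62.6) and 50% of 26 (29.9 to 70.1), Dl in 50% (31.3 to 68.7) and 38.5% (20.2 to 59.4), and N in 53.3% (34.3 to 71.7) and 34.6% (17.2 to 55.7). At least 2 of the 4 were found in 30% (14.7 to 49.4) and 34.6% (17.2 to 55.7) of AstC+EE cells. For klu the AstC+EE shares were 3.33% (0.0844 to 17.2) and 26.9% (11.6 to 47.8). The intervals of the 2 libraries overlapped for each of these genes. Enterocyte shares at the same depth were 0% and 3.70% for esg, 0% in both libraries for Dl, and 3.57% and 3.70% for N.

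The reverse comparison looked for enteroendocrine genes in progenitors. At 4000 UMIs, pros was detected in 0.870% of 1034 progenitors at day 1 (0.399 to 1.65) and in 0.493% of 406 at day 3 (0.0597 to 1.77), against 92.3% and 89.3% of enteroendocrine cells. IA-2 was detected in 0.484% (0.157 to 1.12) and 1.72% (0.696 to 3.52) of progenitors. NPF was detected in 3.68% and 3.69% of progenitors. In enterocytes pros was found in 0 of 28 cells, which allows up to 10.7%, and in 0 of 27, which allows up to 11.1%. So few enterocytes set no usable background for the progenitor shares of pros and IA-2. At their own depth, day 1 progenitors held 58 pros UMIs, with 5 of 1035 cells above 3 UMIs, and day 3 progenitors held 11, with 0 of 407 cells above 3 UMIs; enterocytes held 0 in both libraries. NPF was detected in 0% and 3.70% of enterocytes at 4000 UMIs, and at their own depth in 20.7% (7.99 to 39.7) and 18.5% (6.30 to 38.1), against 14.1% (12 to 16.4) and 19.2% (15.5 to 23.3) of progenitors, so NPF in progenitors was not above this background. The shares of nrv3 in progenitors were 8.41% (6.79 to 10.3) and 13.8% (10.6 to 17.5). In enterocytes they were 7.14% (0.877 to 23.5) and 3.70% (0.0937 to 19.0), with overlapping intervals. At their own depth, 65 of 1035 and 33 of 407 progenitors held more than 3 nrv3 UMIs, against 0 of 29 and 0 of 27 enterocytes. The enterocytes were shallower, with median depths of 11724 and 10461 UMIs against 19840 and 20374. So few enterocytes do not decide whether nrv3 in progenitors exceeded this background. The progenitor shares were 0.290% and 0% for 7B2 and 0% and 0.493% for Tk; 0 of 1034 cells allows up to 0.290% and 0 of 406 up to 0.739%.

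Peptide hormone levels were compared in 55 enteroendocrine cells of day 1 and 59 of day 3 by rebuilt counts. The largest difference was in CCHa2, with a mean of 88.2 per 10000 UMIs at day 1 and 3.79 at day 3, a log2 difference of -4.50. It rested on few cells: 4211 UMIs (4085 to 4340) in 7 cells at day 1 and 229 UMIs (200.3 to 261) in 3 cells at day 3, of which 1 cell held 93.0% of the day 3 level. The deposited corrected counts gave -3.16 for CCHa2 and the mean of log values -0.56. Tk was 62.7 and 87.9 per 10000 and Orcokinin 22 and 39.0. AstC was 120 and 138 per 10000 as a mean over cells but 137 and 103 as UMIs summed over cells. NPF was 781 and 722 as a mean over cells but 684 and 739 as summed UMIs, and the mean of log values also gave NPF the opposite order. No order between the ages was therefore read for AstC or NPF. AstA was 12.1 and 3.61, with 84.4% and 94.4% of it in 1 cell. sNPF had 15 UMIs (8.40 to 24.7) in 5 cells at day 1 and 1 UMI (0.0253 to 5.57) at day 3. In Tk+EE cells NPF was 1867 and 1420 per 10000 and Tk 150 and 165. The subtypes went opposite ways in Dh31. In Tk+EE cells it was 19.0 and 4.98 per 10000, with 270 UMIs in 11 cells at day 1, 59.3% of the level in 1 of them, and 157 UMIs in 21 cells at day 3. In AstC+EE cells it had 0 UMIs at day 1 and 194 UMIs in 4 cells at day 3.

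**Figure D3:**
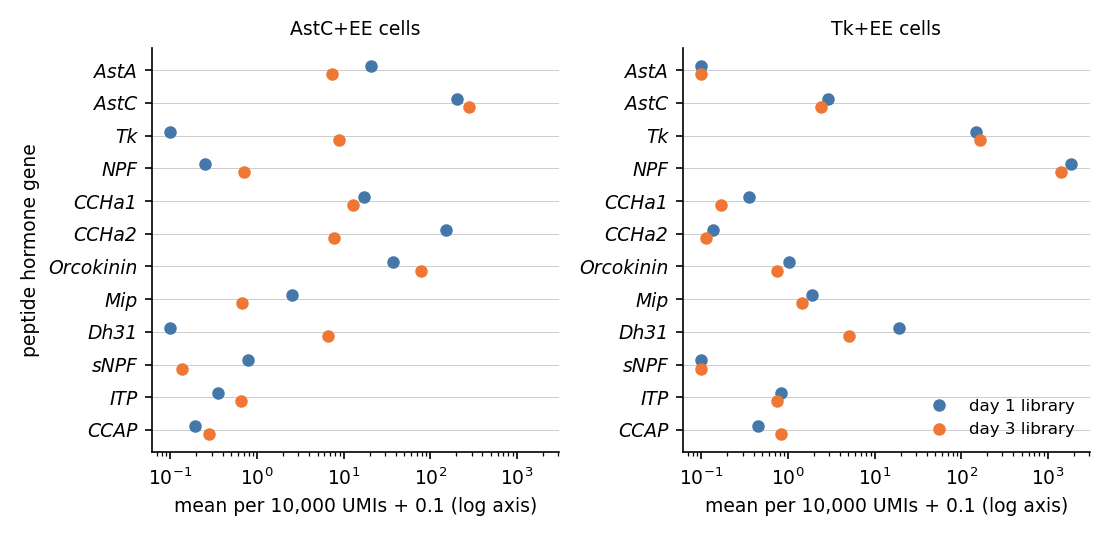
Mean rebuilt UMI count per 10000 UMIs, plus 0.1, of 12 peptide hormone genes (horizontal log axis) in AstC+EE cells (left) and Tk+EE cells (right), day 1 in blue and day 3 in orange; points are single values without replicates. In AstC+EE cells CCHa2 was 152 at day 1 and 7.70 at day 3.

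The overall distance between the libraries was described per class. The median absolute log2 difference over genes was 0.13 in ISC1 cells (1858 genes) and 0.28 in enterocytes (1686 genes), with 0.21 in enteroendocrine cells (2304 genes). With a pseudocount of 1 these medians were 0.07, 0.16 and 0.12. Pearson's r across genes between the libraries was 0.991 in ISC1, 0.965 in enteroendocrine cells and 0.945 in enterocytes, where genes are not independent replicates. The ISC1 means rest on 534 and 361 cells, those of enteroendocrine cells on 60 and 62 and those of enterocytes on 72 and 60. Means over fewer cells vary more, and classes were not compared at equal numbers of cells. These values therefore do not rank the classes by their difference between ages.

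By the naming rule, 2 genes were shared by most classes, both higher at day 1. Jon25Biii was named in 7 of 8 classes, with 1.28 per 10000 at day 1 and 0.115 at day 3 in ISC1 cells (log2 -2.68). Jon99Fii was named in 5 of 8 classes, with log2 -1.66 in ISC1 cells. In enterocytes both were higher at day 3, Jon25Biii with 39.8 and 112 per 10000 (log2 1.49) and Jon99Fii with 34.1 and 66.2 (log2 0.96). Jon99Fii and Jon99Fi are near-identical copies between which the counting can split reads, and the same holds for Prx2540-1, named in ISC1 cells (log2 0.93).

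Among genes named in progenitors as higher at day 3, CG12868 rose from 0.202 to 1.68 per 10000 in EB1 (log2 2.56) and was also named in EB2 (2.12), EB3 (1.68) and EC-like cells (1.78, and 2.05 without cluster 6). CG11893 (log2 3.15) and AttD (1.91) were named in EB1. In ISC1 cells CG11825 (1.07) and CG8620 (0.99) were named. GstD2 was named in EB3 (1.31) and EC-like cells (2.11), and hid in EC-like cells (1.39); without cluster 6 the EC-like values were 2.26 and 1.36. In ISC2 cells whe, lcs and CG16826 were named, but 1 cell held 89.7%, 76.8% and 83.3% of their day 3 level; without the highest cell of each library the differences were 0.93, 0.52 and 0.47. Arc1 was named in EB3 (log2 1.85), but rebuilt counts of 37 and 12 cells gave 0.16. Cht4, named in EB2 with log2 2.08, gave -0.16 without the highest cells.

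Of the other genes higher at day 1, Nplp2 was named in ISC2 (log2 -1.86), CG17778 (-1.40) and betaTry (-1.08) in EB2, and CG11911 in EC-like (-3.09) and enteroendocrine cells (-2.25). Without cluster 6, CG11911 in EC-like cells was 0.446 per 10000 at day 1 in place of 1.07, against 0.0371 at day 3 (log2 -1.99). NPF was named in EB3 with -2.81, and 1 cell held 97.1% of its day 1 level; without the highest cells the difference was 0.51. In enteroendocrine cells CG34386 (5.78), CG43774 (3.4) and Nplp2 (3.25) were named as higher at day 3, and without the highest cells gave 5.23, 0.96 and 1.99. In enterocytes Jon66Ci (5.47), AstC (2.90) and Drsl2 (2.78) were named as higher at day 3, with 80.1% of Jon66Ci and 91.1% of AstC in 1 cell at day 3; without the highest cells they gave 3.66, 0.59 and 2.43. CG14292 (-5.16), LManII (-3.34) and Pi3K21B (-3.02) were named as higher at day 1 in enterocytes. For each of them 1 cell held most of the day 1 level, 73.6%, 64.6% and 94.0%, and without the highest cells the differences were -3.44, -2.70 and 0.18.

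The fixed gene lists were then compared, giving 115 medians over 15 lists and 8 classes. The serine peptidase list was lower at day 3 in the 7 classes other than enterocytes, with medians from -1.34 in EC-like cells to -0.97 in ISC2 and a percentile of 0 among random lists in each. Without cluster 6 the EC-like median was -1.01. In enterocytes its median was 0.42 (percentile 99.99). The median over classes was -1.12, and -0.34 with a pseudocount of 1. In cells up to the median depth, peptidase UMIs per cell were 15.8 and 5.29 in ISC1 and 16.7 and 4.88 in enteroendocrine cells. In EC-like cells they were 26.4 and 7.58, and 16.5 and 7.58 without cluster 6, against 1489 and 1347 in enterocytes. The carbohydrase list was higher at day 3 in enterocytes (0.98, percentile 100) and lower in enteroendocrine cells (-0.46, percentile 1.21).

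**Figure D4:**
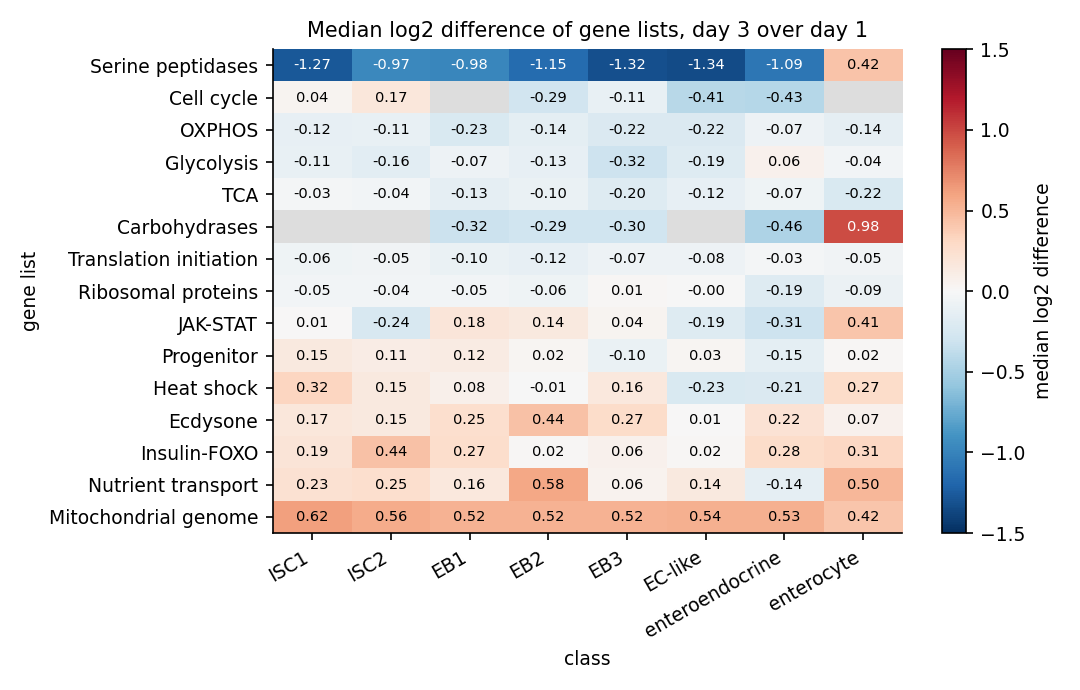
Median log2 difference, day 3 over day 1, of 15 gene lists (rows) in 8 classes (columns), printed in each field and coloured from blue (lower at day 3) to red (higher); grey fields had fewer than 3 genes. Serine peptidases were lower outside enterocytes, and the mitochondrial genome was higher in each class.

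The mitochondrial genome list was higher at day 3 in each of the 8 classes, with medians from 0.42 in enterocytes to 0.62 in ISC1 and percentiles from 99.69 to 100. Its 6 ND genes and 3 Co genes moved apart. The median of the ND genes lay between 0.69 and 0.87 over classes, and that of the Co genes between -0.08 and 0.16. The other members lay between these medians in each class. For mt:ATPase6 the differences ran from 0.16 in enteroendocrine cells to 0.35 in ISC2, and for mt:ATPase8 from 0.26 in EB3 to 0.62 in ISC1. By rebuilt counts, in the 5 classes with enough cells, the ND medians lay between 0.66 and 0.79. The OXPHOS list of nuclear genes was lower at day 3 in the 8 classes, from -0.23 in EB1 (percentile 0) to -0.07 in enteroendocrine cells (percentile 5.22).

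**Figure D5:**
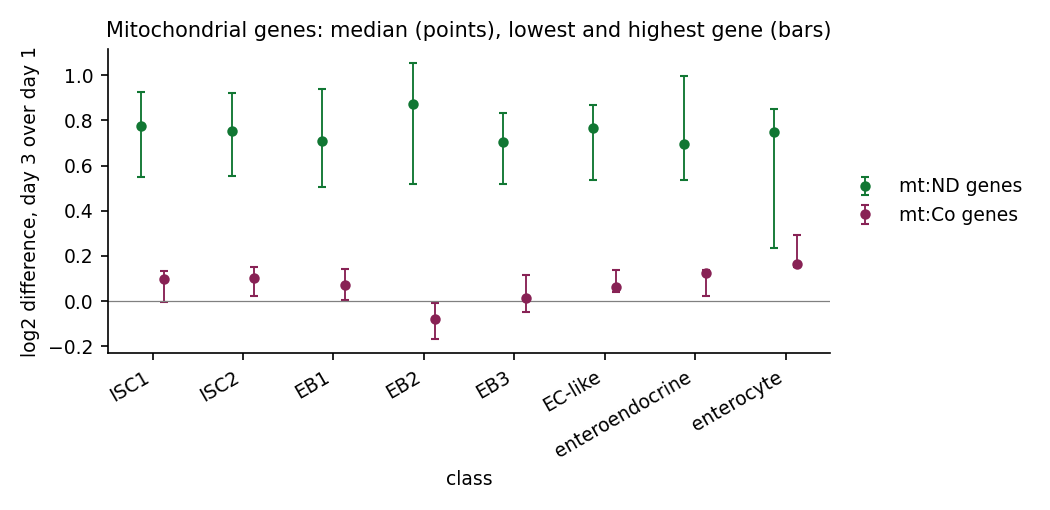
Log2 difference, day 3 over day 1 (vertical axis), of mitochondrially encoded ND genes (green) and Co genes (purple) in 8 classes; points are medians and bars run from the lowest to the highest gene. The ND medians stood between 0.69 and 0.87 and the Co medians between -0.08 and 0.16.

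The progenitor list had medians between -0.15 in enteroendocrine cells (percentile 6.33) and 0.15 in ISC1 (percentile 96.8). Its member Dl was lower at day 3 in ISC1 (log2 -0.26), ISC2 (-0.68), EB3 (-1.26) and EC-like cells (-1.07, and -1.18 without cluster 6). By rebuilt counts Dl gave -0.40 in ISC1, -0.66 in ISC2 and -1.15 in EC-like cells, but only -0.17 in EB3, with 37 and 12 cells. The insulin and FOXO list was higher in ISC2 (0.44, percentile 99.97) and EB1 (0.27, percentile 99.2), and its member InR was higher in each progenitor class, from 0.48 in ISC2 to 0.74 in EB1. Its member Thor went the other way and was lower at day 3 in each progenitor class, from -0.68 in EB3 to -0.19 in EB2, where rebuilt counts of 24 and 6 cells gave 0.42. The JAK-STAT list went both ways, from -0.31 in enteroendocrine cells (percentile 2.56) to 0.41 in enterocytes (percentile 96.8). The nutrient transport list was highest in EB2 (0.58, percentile 99.88) and lowest in enteroendocrine cells (-0.14, percentile 17.3). The ecdysone list lay between 0.01 and 0.44, the last in EB2 (percentile 99.11).

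The ribosomal protein list was lowest in enteroendocrine cells (-0.19, percentile 0) and between -0.09 and 0.01 elsewhere. The glycolysis list was lowest in EB3 (-0.32, percentile 0.03) and highest in enteroendocrine cells (0.06, percentile 80.1). The cell cycle list was -0.43 in enteroendocrine cells (percentile 0.2), -0.29 in EB2 (percentile 0.18) and 0.17 in ISC2 (percentile 91.8). Heat shock genes were higher in ISC1 (0.32, percentile 100) and lower in EC-like (-0.23, percentile 3.29) and enteroendocrine cells (-0.21, percentile 0.54). The TCA list lay between -0.22 and -0.03, the last in ISC1, where rebuilt counts gave the opposite sign, and the translation initiation list between -0.12 and -0.03. The antimicrobial list gave no median. Its member AttD is given above, and PGRP-SC2 was lower at day 3 in ISC1 (log2 -0.94) and enteroendocrine cells (-1.37). In enterocytes PGRP-SC2 gave -0.16, and rebuilt counts of 29 and 27 cells gave 0.70, the opposite sign.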

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

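The tests of depth and of the day 1 cluster for the label transfer, of free RNA in that cluster and of abundant genes for the unspliced share were set out beforehand; the restriction of the depth test to the day 1 library was chosen after its result was seen.

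A column of transferred labels in the deposited cell table, which no comparison above used, assigned 72.2% (68.1 to 76.0) of the 514 EC-like cells to ISC2. In the other classes between 86.7% (EB3) and 100% of cells kept their annotated label; in the EC-like class 21% did. The share assigned to ISC2 was 64.5% (59.4 to 69.3) at day 1 and 94.0% (88.6 to 97.4) at day 3. Low depth of the reassigned cells was not excluded. In the day 1 library, which held 106 of the 108 cells that kept the label, the reassigned cells had 0.951 times the median UMI count of those that kept it, a difference too small to decide. The ratio was 1.17 at day 3, where 2 cells kept the label, and 1.03 over both libraries, which pools libraries of different depth. Of the EC-like cells that kept the label, 74.1% lay in the cluster with day 1 cells only, against 0% of those assigned to ISC2. The label may thus rest largely on that cluster of 1 library. Whether it marks a cell state of day 1 flies or a feature of that library stays open, as age and library were confounded.

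The cells of that cluster carried progenitor transcripts (esg 5.48, N 5.11 and Dl 1.64 per 10000 UMIs) beside 63.2 serine peptidase UMIs per cell, against 15.7 in day 1 progenitors and 1489 in day 1 enterocytes. A larger amount of free RNA per droplet would raise all enterocyte genes by 1 common factor. Over 123 enterocyte genes the median factor was 2.75, with a 10th percentile of 0.499 and a 90th of 6.17. The chi-square per degree of freedom against a common factor was 37.0, where counting error alone gives about 1, which argues against free RNA of a common makeup as the whole cause. The calculation takes UMIs as independent between cells, so variation between cells also enters it. A change of state in day 1 flies was not tested.

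Unspliced counts, also unused above, made up 1.25% of the counts of day 1 enterocytes and 6.42% of those of day 1 progenitors, a difference seen between classes in unreported data. At day 3 the shares were 1.03% and 7.28%. If a few abundant genes took most of the spliced counts, removing them would bring the shares together. Without the 50 most abundant enterocyte genes the unspliced share was 2.07% in day 1 enterocytes and 8.20% in day 1 progenitors, so those genes were not the whole cause. Intron content and nuclear loss during dissociation were not tested, and no biological explanation was tested.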

How the results depend on the processing

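The alternatives chosen after seeing the data were rebuilt counts for genes and lists, thinning to 2000 or 6000 UMIs, detection by deposited values, progenitor cells at their own depth, hormones by deposited corrected counts or by UMIs summed over cells, removal of the highest cell, and EC-like cells without the cluster of day 1 cells. No paired analysis was possible because each age had 1 library. Over 276 results, 1558 values were recomputed. In 169 of them the setting left the cells or genes of the result as they were and so tested nothing; of the other 1389, 1087 stayed within the tolerance. Of 1218 recomputed log2 differences, 44 had the opposite sign of the reported value, of which 26 were values of list medians of a class, 4 of list medians over classes, 9 of hormone genes and 5 of named genes. The tolerance was the binomial interval for shares, 1.5-fold for single genes and for medians of absolute differences, 0.25 log2 for lists and 0.02 for correlations. The cause was not tested except where stated.

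Class shares moved in few settings. Without cells above the 95th percentile of depth of their library, the day 1 shares were 5.98% for EB2 and 1.98% for enterocytes, which were among the deepest classes. Classes rebuilt from fixed markers gave 0.848% and 2.04% enteroendocrine cells, 0.848% and 1.90% enterocytes, and 62.0% and 58.9% progenitor and EC-like cells at day 1 and day 3; by construction these also hold a class of iron cells, with 36.1% and 36.9%. By the peptide gene with more UMIs, AstC+EE cells were 20% and 28.8% of enteroendocrine cells, since cells with neither gene leave that class. The limit of 500 detected genes removed 0 cells and so tested nothing. The restriction to epithelial classes was not run, because the annotation held no other class.

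For at least 1 of the 4 progenitor genes in enteroendocrine cells, a limit of 2 UMIs gave 63.5% and 66.1% at day 1 and day 3, and deposited values 98.3% and 98.4%. At day 3 the share was 91.5% at the cells' own depth and 69.5% with 2000 UMIs. For at least 2 genes, a limit of 2 UMIs gave 5.77% and 5.36%, deposited values 98.3% and 96.8%, and own depth at day 1 36.4%. These shares follow the UMIs counted, by construction. Restricting to cells with pros kept these 4 shares within their intervals. Leaving out the deepest cells removed 0 of the cells used for these shares, for enteroendocrine genes in progenitors and for hormones, and so tested nothing for them.

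With a pseudocount of 1, the median absolute log2 difference was 0.0732 in ISC1, 0.0852 in ISC2, 0.10 in EB1, 0.11 in EB2, 0.10 in EB3, 0.0935 in EC-like, 0.12 in enteroendocrine cells and 0.16 in enterocytes, as a larger pseudocount shrinks every difference. The correlation across genes in enterocytes was 0.919 over genes at 0.5 per 10000 or more.

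Of the named genes, Cht4 in EB2 changed sign in matched bins of UMI count (log2 -0.55) and without the highest cells (-0.16). NPF in EB3 changed sign by mean log values (0.0806) and without the highest cells (0.51), and Pi3K21B in enterocytes without the highest cells (0.18). Single cells with high values cause the changes without the highest cells.

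For the median over classes of the serine peptidase list, all genes of the list gave -0.63, mean log values -0.55, a pseudocount of 1 -0.34 and rebuilt counts -1.38. For the carbohydrase list, all genes gave -0.0144 and rebuilt counts -0.81. The values by rebuilt counts are medians over fewer classes, as EB2, EB3 and enterocytes had fewer than 50 cells up to the median depth. For carbohydrases this left only EB1 and enteroendocrine cells, so these values are not like for like with those over all classes. The sign of the 115 list medians was kept in 112 with the median-of-ratios scaling, 115 with a pseudocount of 1, 111 with mean log values, 108 in matched bins and 107 with all genes; with rebuilt counts it was kept in 67 of 71, and without the day 1 cluster in 13 of 14 EC-like medians. Of those not kept, 1 became 0, the ecdysone list in enterocytes with all genes. The medians that changed sign lay between -0.10 and 0.08 as reported, except that of carbohydrases in EB2 (-0.29 as reported), which changed sign in matched bins.

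Several hormone genes depended on the setting. By mean log values, AstA (0.0384), CCHa1 (0.00249), Mip (0.0667), NPF (1.11) and Dh31 (0.42) changed sign, while AstC gave 1.31, CCHa2 -0.56, sNPF -0.16 and CCAP 0.23. NPF and Dh31 were lower at day 3 by means of counts (-0.11 and -0.47) but higher by UMIs summed over cells (0.11 and 0.11), and AstC was higher by means of counts (0.20) but lower by summed UMIs (-0.41), so the direction of these 3 was not settled either. Summed UMIs give deeper cells more weight, by construction. By deposited corrected counts of all cells, AstA gave -0.81, CCHa2 -3.16, Mip -0.45 and sNPF -1.30. Depth limits these values, as rebuilt counts covered 55 and 59 enteroendocrine cells.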

Other observations

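The tests on serine peptidases, on depth and free RNA for hormone-negative cells, on deposited values without a UMI, and on the depth correction, on Co genes and on library preparation for the mitochondrial genes were chosen after the result was seen; the free RNA test on mitochondrial genes and the doublet test were set out beforehand.

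Serine peptidase transcripts were lower at day 3 in every class except enterocytes. The authors' depth correction was argued against by rebuilt counts, which gave a median log2 difference of -1.24 in ISC1 cells, and a difference in depth by matched bins of UMI count, which gave -1.13. Free RNA from enterocytes could explain such a shared difference, and its tests did not settle it. It would leave peptidase UMIs per cell the same at any depth of the cell. From the shallowest to the deepest quartile of progenitors these UMIs rose 1.39-fold at day 1 and 1.6-fold at day 3, while progenitor genes rose 1.72-fold and 1.81-fold. Enteroendocrine cells held 0.888 times the peptidase UMIs of EB1 cells at day 1 and 0.579 times at day 3, where their ratios of median depth were 0.361 and 0.408. The day 1 values lay nearer to free RNA than the day 3 values, so free RNA and expression cannot be told apart here, and a difference with age also stays open.

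Some AstC+EE cells carried pros but no hormone gene above 3 UMIs. They were 18 of 32 cells (56.2%, 37.7 to 73.6) at day 1 and 6 of 29 (20.7%, 7.99 to 39.7) at day 3. Of these, 14 and 6 cells had Dl. The intervals overlapped slightly. Low depth was argued against, since the hormone-negative cells had 1.47 times the median UMI count of the hormone-positive ones. Free RNA carrying pros was argued against by its detection in 0.870% of day 1 progenitors at one depth. For doublets of an enteroendocrine cell and a progenitor, a test on genes of ISC1 and ISC2 cells was not decisive. Over 12 genes per library that stood far higher in ISC1 and ISC2 cells than in hormone-positive AstC+EE cells, other than the progenitor genes examined above, the median level was 37.4% of that in ISC1 and ISC2 cells at day 1 and 47.9% at day 3. A partner of median depth would bring 72.2% and 67.5%, and hormone-positive cells stood at 10.7% and 11.5%, so these values lay between. The hormone-negative cells held a median of 0.5 and at most 3 hormone UMIs, against a median of 367 in hormone-positive cells. Their median depths, 10057.5 UMIs at day 1 and 12776.5 at day 3, were below the 18099 and 19582 of ISC1 and ISC2 cells alone. The low hormone counts follow from how these cells were chosen, so they are no test of a hormone-positive partner. The depths were compared after the result was seen, among cells up to the median depth only. That limit leaves out the deepest cells, so the depths do not decide on doublets. A doublet with a hormone-negative enteroendocrine cell was not excluded. These cells may also be hormone-negative enteroendocrine precursors, or cells that lost hormone expression. These data hold no test of the direction, and the age difference has no replicate check.

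Mitochondrial ND transcripts were higher at day 3 while Co transcripts stayed about level. The authors' depth correction was argued against, as the lowest ND median by rebuilt counts was 0.66. Free RNA as the source of all ND transcripts was argued against, as ND UMIs per progenitor cell rose 2.23-fold from the shallowest to the deepest quartile at day 3. At day 1 they rose 2.58-fold. This test covers all ND UMIs and not their excess at day 3, so a share of free RNA added at day 3 was not excluded. More mitochondrial RNA of every kind was argued against, as the highest Co median over classes was 0.16. The mt:ATPase6 and mt:ATPase8 transcripts lay between, so the rise was not limited to ND genes. The ND median was higher in 8 of 8 classes, which a difference between the library preparations could also give; with 1 library per age, that and age cannot be told apart.

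In enteroendocrine cells up to the median depth, a median of 659 genes per cell had a deposited value above 0 without a UMI, while in all cells above the median depth the number of genes with a value differed from that with a UMI by a median of -148.5. This is what the authors' depth correction would give, and detection by deposited values is therefore likely to overstate progenitor genes in these shallow cells.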
